# The HDAC3 enzymatic activity regulates skeletal muscle fuel metabolism

**DOI:** 10.1093/jmcb/mjy066

**Published:** 2018-11-14

**Authors:** Shiyang Song, Yefei Wen, Hui Tong, Emanuele Loro, Yingyun Gong, Jidong Liu, Sungguan Hong, Lei Li, Tejvir S Khurana, Maoping Chu, Zheng Sun

**Keywords:** HDAC, muscle metabolism, nuclear receptor corepressor, histone deacetylation

## Abstract

Histone deacetylase 3 (HDAC3) is a major HDAC, whose enzymatic activity is targeted by small molecule inhibitors for treating a variety of conditions. However, its enzymatic activity is largely dispensable for its function in embryonic development and hepatic lipid metabolism. HDAC3 plays a pivotal role in regulating muscle fuel metabolism and contractile function. Here, we address whether these muscular functions of HDAC3 require its enzymatic activity. By mutating the NCoR/SMRT corepressors in a knock-in mouse model named NS-DADm, we ablated the enzymatic activity of HDAC3 without affecting its protein levels. Compared to the control mice, skeletal muscles from NS-DADm mice showed lower force generation, enhanced fatigue resistance, enhanced fatty acid oxidation, reduced glucose uptake during exercise, upregulated expression of metabolic genes involved in branched-chain amino acids catabolism, and reduced muscle mass during aging, without changes in the muscle fiber-type composition or mitochondrial protein content. These muscular phenotypes are similar to those observed in the HDAC3-depleted skeletal muscles, which demonstrates that, unlike that in the liver or embryonic development, the metabolic function of HDAC3 in skeletal muscles requires its enzymatic activity. These results suggest that drugs specifically targeting HDAC3 enzyme activity could be developed and tested to modulate muscle energy metabolism and exercise performance.

## Introduction

Small molecule compounds that inhibit HDAC enzymatic activities are known as HDAC inhibitors (HDIs), which emerge as a promising class of drugs for a variety of conditions including cancer, immune diseases, metabolic disorders, and neurological diseases (Christensen et al., 2011; Falkenberg and Johnstone, 2014). Hundreds of ongoing clinical trials involve HDIs with several compounds already approved for treating lymphoma or myeloma in clinic (Falkenberg and Johnstone, 2014). Understanding the physiological function of each individual HDAC and whether their function is dependent on the enzymatic activity is important for the development and application of HDIs.

Mammalian HDACs are classified into four classes based on their sequence homology and catalytic mechanisms. Classes I, II, and IV are the classical zinc-dependent HDACs, while class III are sirtuins dependent on nicotinamide adenine dinucleotide (NAD) (Yang and Seto, 2008). Class I HDACs, including HDAC1, HDAC2, and HDAC3, are located primarily in the nucleus and exist in multiprotein transcriptional coregulator complexes. While HDAC1/HDAC2 exist in the NuRD, Sin3, and CoREST complexes, HDAC3 exist in the NCoR/SMRT complex (Yang and Seto, 2008). Nuclear receptor corepressor (NCoR) and silencing mediator for retinoid and thyroid receptor (SMRT) are two homologous corepressors that can interact with multiple nuclear receptors or other transcription factors (Perissi et al., 2010). Class IIa HDACs (HDAC4, HDAC5, HDAC7, and HDAC9) are also found in the NCoR/SMRT complex but lack intrinsic catalytic activities due to a missense mutation in the catalytic pocket (Lahm et al., 2007). Therefore, HDAC3 is the enzyme that confers deacetylase catalytic activity to the NCoR/SMRT complex and class IIa HDACs (Fischle et al., 2002). Interestingly, purified HDAC3 protein does not have catalytic activity. Instead, its catalytic activity relies on the stable association with the deacetylase activation domain (DAD) located on the N-terminus of NCoR and SMRT (Guenther et al., 2001). Binding with the DAD causes a conformational change in the HDAC3 protein, which exposes the catalytic channel and is required for the enzymatic activity (Watson et al., 2012).

HDAC3 plays important roles in physiological homeostasis in multiple tissues. HDAC3 inhibition is considered to be of therapeutic benefit against cancer, immune diseases, metabolic disorders, and neurological diseases (Cao et al., 2018). We and others previously showed that the enzymatic activity of HDAC3 is not required for some of its functions *in vivo* (Sun et al., 2013; You et al., 2013; Lewandowski et al., 2015; Poleshko et al., 2017). Whole-body knock-in mutations in DADs of both NCoR and SMRT (NS-DADm) abolished the HDAC3–DAD interaction, ablated the enzymatic activity of HDAC3 without altering its protein levels (You et al., 2013). NS-DADm mice are viable while whole-body HDAC3 knockout is embryonic lethal due to developmental defects (Bhaskara et al., 2008; You et al., 2013). This suggests that HDAC3 protein, but not its enzymatic activity, is required for normal development. Depletion of HDAC3 in the liver of adult mice causes remarkable hepatic steatosis, which can be rescued by wild-type (WT) or catalytically inactive mutants of HDAC3, demonstrating that the function of HDAC3 in hepatic lipid metabolism does not require its enzymatic activity (Sun et al., 2013). In addition to catalyzing the deacetylation reactions, HDAC3 can serve as a chaperone or a scaffold anchorage protein that regulates chromatin accessibility or corepressor complex dynamics, which can underlie its enzymatic-independent function (Gupta et al., 2009; Sun et al., 2013; Janardhan et al., 2017; Poleshko et al., 2017). These findings warrant further studies to address whether the physiological function of HDAC3 is dependent on its enzymatic activity in each tissue.

We recently showed that mice with HDAC3 specifically depleted in skeletal muscle (HDAC3-SkMKO) display reduced glucose utilization and reciprocally enhanced lipid oxidation (Hong et al., 2017; Gong et al., 2018). This metabolic change leads to reduced muscle force but enhanced fatigue resistance (Hong et al., 2017). Further studies revealed that HDAC3 depletion upregulated expression of many genes involved in branched-chain amino acids (BCAAs) catabolism, including AMP deaminase 3 (Ampd3), a rate-limiting enzyme in the purine nucleotide cycle that connects BCAAs catabolism with anaplerosis (Hong et al., 2017; Gong et al., 2018). Thus, the enhanced BCAAs catabolism boosts the oxidative capacity and contributes to the altered fuel metabolism in HDAC3-depleted muscles. Consistent with the enhanced BCAAs catabolism and the associated proteolysis, HDAC3-depleted muscle displayed reduced muscle mass during aging (Hong et al., 2017). Here we use the NS-DADm mice to address whether the muscular function of HDAC3 is dependent on its enzymatic activity. We found that abolishing the enzymatic activity of HDAC3 without affecting its protein levels is sufficient to replicate many metabolic phenotypes as previously observed in the HDAC3-depleted muscles. These findings suggest that, unlike in development or liver, functions of HDAC3 in skeletal muscles require its enzymatic activity.

## Results

### NS-DADm abolishes the enzymatic activity of HDAC3

NS-DADm mice were generated by crossbreeding N-DADm (NCoR-Y478A) mice with S-DADm (SMRT-Y470A) knock-in mice (Sun et al., 2013). Both mouse lines are based on C57BL/6 J background, and the age-matched wild-type (WT) C57BL/6 J were used as the control. NS-DADm mice were born at Mendelian ratios and did not show obvious developmental defects (Sun et al., 2013). Western blot analysis showed unaltered HDAC3 protein levels in skeletal muscles in adult NS-DADm mice (Figure 1A). The enzymatic activity of HDAC3 was measured using a fluorescence-based assay after HDAC3 was immunoprecipitated from the quadriceps muscles protein lysates, and was found efficiently abolished in NS-DADm muscles compared to the WT muscles (Figure 1B). NS-DADm mice displayed normal muscle morphological characteristics in H&E staining (Figure 1C). The muscle mass of NS-DADm mice was comparable with WT mice at 2 months old (Figure 1D). The cross-sectional area (CSA) was calculated from length and weight of the dissected extensor digitorum longus (EDL) muscles, and was comparable between WT and NS-DADm mice (Figure 1E). These results demonstrate that NS-DADm mutations abolished the enzymatic activity of HDAC3 in muscles, without affecting HDAC3 protein levels or the overall muscle morphology.

**Figure 1:**
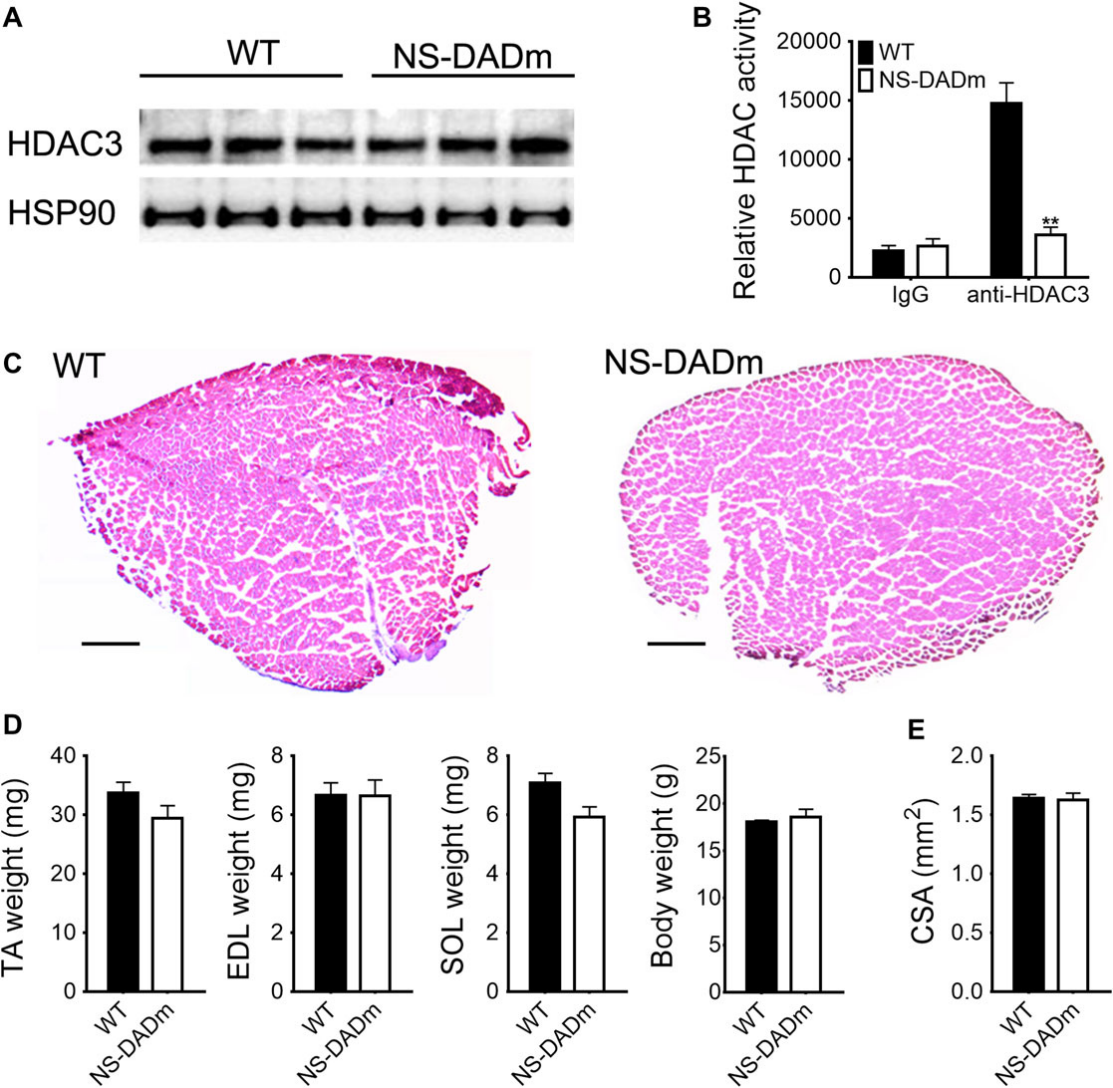
NS-DADm abolishes the enzymatic activity of HDAC3 in muscles. (**A**) Western blot analysis of tibialis anterior (TA) muscles from 4-month-old WT and NS-DADm mice. (**B**) Fluorescence-based HDAC enzyme assay using anti-HDAC3 immunoprecipitates from quadriceps muscles of WT and NS-DADm (*n* = 3 mice). (**C**) H&E staining of TA muscles from 5-month-old WT and NS-DADm mice. Scale bar, 600 μm. (**D**) Muscle mass and body weight of WT and NS-DADm mice at age of 2 months (*n* = 5 mice). SOL, soleus. (**E**) Muscle CSA calculated from length and weight of the EDL muscles dissected from 4-month-old mice (*n* = 5 mice). Data are presented as mean ± SEM. **P < 0.01 between genotypes with unpaired t-test.

### Fiber-type composition in NS-DADm muscles

Skeletal muscles are composed of slow-contracting fatigue-resistant oxidative fibers (type I), fast-contracting fatigue-prone glycolytic fibers (type IIB), and intermediate fibers (type IIA and IIX). Expression of specific myosin heavy chain (MHC) isoforms is the defining characteristics for different fiber types (Zierath and Hawley, 2004; Schiaffino and Reggiani, 2011; Gan et al., 2013). We analyzed the fiber-type composition in NS-DADm TA muscles at the age of 5 months using immunofluorescence staining with MHC isoform-specific antibodies (Figure 2A). We did not show type I fibers because TA muscles of C57BL/6 mice contain almost no type I fibers (Kammoun et al., 2014). The total fiber number and the fiber-type composition are comparable between NS-DADm and WT mice (Figure 2B). These findings further support normal muscle development in NS-DADm mice and are in line with the unaltered fiber-type composition in HDAC3-depleted skeletal muscles (Hong et al., 2017).

**Figure 2:**
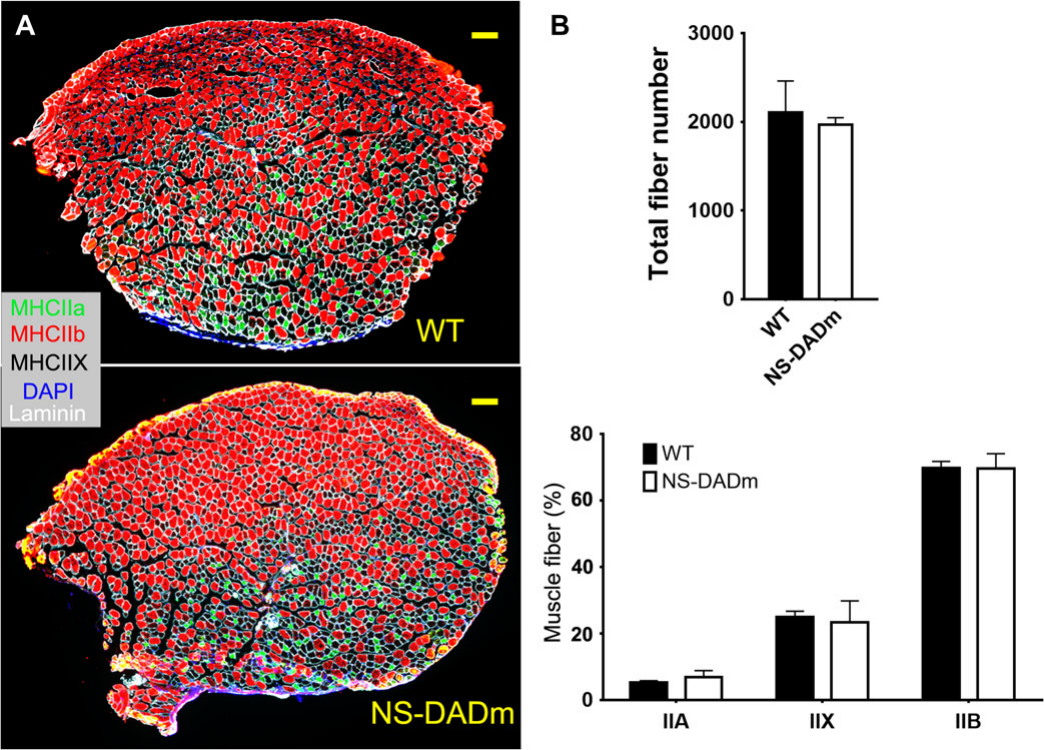
Fiber composition of NS-DADm muscles. (**A**) Representative immunofluorescence staining of cross-sections of TA muscles from 5-month-old WT and NS-DADm mice. Scale bar, 200 μm. (**B**) Quantification of the immunofluorescence staining results. Numbers for each type of fibers were counted from a cross-section of each individual mouse (*n* = 3 mice). Data are presented as mean ± SEM.

### Contractile physiology of NS-DADm skeletal muscles

To characterize the muscle contractile function, we performed a four-limb hanging test. The holding impulse (body mass × hang time) is a measure of the ability to produce sustained tension in the limb musculature against gravity. NS-DADm mice showed a lower holding impulse than WT mice (Figure 3A). This suggests a possible reduction in muscle strength, although hormonal and neurophysiological factors in this whole-body knock-in mice could contribute to the phenotype. To exclude these extra-muscular factors, we performed *ex vivo* contractile physiology analysis using isolated EDL muscles from 4-month-old NS-DADm mice and WT mice. NS-DADm muscles generated less twitch force and tetanus force than WT (Figure 3B and C). To test muscle fatigability, EDL muscles were subjected to repeated field electric stimulations with continuous force measurement. The rate of force dropping was presented as the percentage of remaining force of a previous contraction detected once every five contractions. NS-DADm muscles demonstrated a higher force retaining ability than WT, suggesting enhanced fatigue resistance (Figure 3D). NS-DADm muscles also showed a quicker recovery from exhaustion than WT (Figure 3E). A similar change in force generation and fatigability was observed in male mice, suggesting that the phenotype is not dependent on sex (Supplementary Figure S1). The reduced muscle strength and enhanced fatigue resistance in NS-DADm muscles are similar to what was previously observed in the *ex vivo* physiology study with HDAC3-depleted muscles (Hong et al., 2017), which suggests that the HDAC3 enzymatic activity is required for its function in muscle contraction.

**Figure 3:**
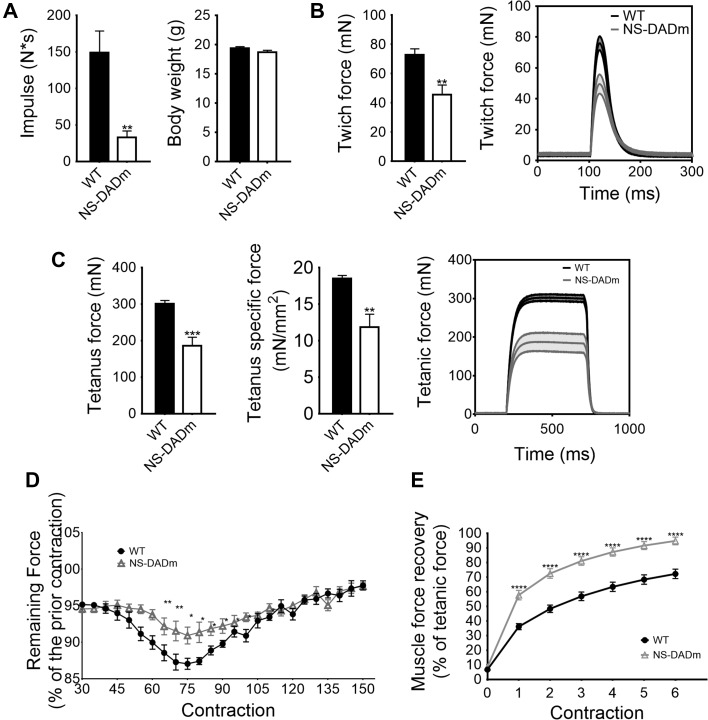
Contractile physiology of NS-DADm skeletal muscles. (**A**) Four-limb hanging test of 2-month-old WT and NS-DADm mice (*n* = 6–8). Holding impulse was calculated as the longest hanging time multiplied by the body weight. (**B **and** C**) Muscle force generation in EDL muscles isolated from 4-month-old female mice in *ex vivo* twitch contractions or tetanus contractions (*n* = 4 mice). The specific force was calculated by dividing the tetanic absolute force with muscle CSA. Average traces of the *ex vivo* twitch and tetanic contractions were shown with the shaded area as SEM. (**D**) Muscle fatigue was induced by repetitive stimulation. The fatigue index was expressed as the percentage of force left for every five contractions. (**E**) Force recovery after exhaustion (*n* = 4 mice). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 between genotypes by unpaired *t*-test.

### Altered fuel metabolism in NS-DADm muscles

Muscle fuel metabolism and bioenergetics are important for contractile function. Reduced glucose utilization and enhanced fatty acid oxidation contribute to the contractile phenotype in the HDAC3-depleted muscles (Hong et al., 2017). NS-DADm mice showed normal blood insulin levels at the baseline and displayed similar responses to injected insulin during an insulin tolerance test (Supplementary Figure S2). We used ^3^H-deoxyglucose as a metabolic tracer to assess *in vivo* muscle-specific glucose uptake during exercise in NS-DADm mice. Mice were subjected to treadmill running for 20 min, followed by i.v. injection of ^3^H-deoxyglucose. Mice were then allowed to run for an additional 35 min before tissue harvest, followed by processing and scintillation counting (Figure 4A). Muscle-specific glucose uptake was significantly lower in NS-DADm mice than WT mice, while unaltered brain glucose uptake served as a negative control (Figure 4B). These data demonstrated a reduced utilization of glucose in skeletal muscles of NS-DADm mice during exercise. In addition to glucose, fatty acids are another major fuel for muscle contraction. To assess muscle-specific lipid oxidation, we used ^3^H-palmitate as a tracer in primary myotubes. Primary myoblasts isolated from NS-DADm and WT mice were allowed to differentiate into myotubes. Efficient differentiation was confirmed by microscopic examination of myotubes formation (Figure 4C) and robust upregulation of differentiation marker genes (Figure 4D). Myotubes from both WT and NS-DADm were able to contract upon pacing with electric pulse stimulation (EPS), suggesting that NS-DADm mutations did not affect the myogenic process or myotube differentiation. Compared to WT, the NS-DADm myotubes were more efficient in converting ^3^H-palmitate to ^3^H-H_2_O, demonstrating enhanced fatty acid oxidation (Figure 4E). This is in keeping with the enhanced fatigue resistance considering that lipid carries more calories per mass unit and is a better fuel for endurance exercise. Mitochondrial DNA copy number was increased in NS-DADm muscles (Figure 4F), but the oxidative phosphorylation (OXPHOS) protein content was unaltered (Figure 4G), suggesting that changes in the oxidative metabolic flux, rather than mitochondrial content, contribute to the altered fuel metabolism. Taken together, NS-DADm muscles have reduced glucose utilization but enhanced lipid oxidative metabolism during contraction without changing total mitochondrial OXPHOS protein content, which is similar to what was previously observed in HDAC3-depleted muscles (Hong et al., 2017).

**Figure 4:**
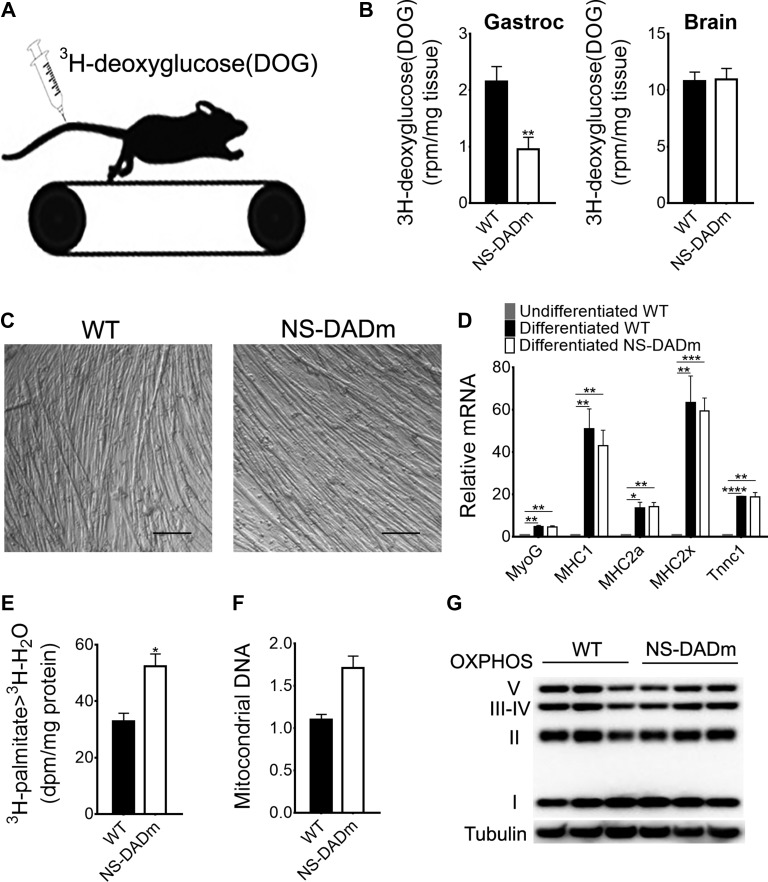
Altered fuel metabolism in NS-DADm muscles. (**A**) Mice were injected with ^3^H-deoxyglucose (DOG) through tail vein immediately before treadmill running. (**B**) Tissue-specific DOG uptake in gastrocnemius (gastroc) muscles and brains of 4-month old mice (*n* = 5 mice). (**C**) Representative images of differentiated myotubes from isolated primary myoblasts. (**D**) RT-qPCR analysis of differentiation markers (*n* = 3 wells of cells). (**E**) Fatty acid oxidation in primary myotubes (*n* = 3 wells of cells). (**F**) Mitochondrial DNA quantification by qPCR in whole-genome extraction of TA muscles. Mitochondrial gene (mtND1) was normalized to a nuclear gene Ndufv1 (*n* = 4 mice). (**G**) Western blot analysis of mitochondrial OXPHOS complexes in TA muscles of 5-month-old mice (*n* = 3 mice). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 between genotypes by unpaired *t*-test.

### Molecular changes in NS-DADm muscles

We performed RNA-seq analysis to address how gene expression is regulated by the HDAC3 enzymatic activity in muscles. 

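RNA was extracted from the tibialis anterior (TA) muscle, a predominantly fast-twitch muscle of the lower leg, of 3 WT and 3 NS-DADm mice, and 1 library per mouse was sequenced. The mutations of NS-DADm mice include a point mutation in the deacetylase-activating domain of NCoR (gene Ncor1). The labels give an age of 21 weeks for all 6 mice. The authors' deposited table lists the 709 genes that they called with an adjusted p under 0.05, with the normalized counts of each library, that is, read counts divided by a size factor per library. Genes that were tested and not called are not in the table used here. Within each library 100% of the values were whole multiples of 1 step, within 0.01 reads, so that the step is the value of 1 read. The reads over the 709 genes came to 1176745, 1165254 and 1098024 in the WT libraries and 1169572, 1411470 and 1047804 in the NS-DADm libraries, and total reads per library are not given in the sources used here. The deposited p-values and adjusted p-values imply that the authors adjusted over 12308 genes. The paper names STAR for the alignment to GRCm38 and the submitters' processing notes name TopHat2 and HTSeq, so the aligner behind the values is unsettled.

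Each gene was tested again with limma, with a mean-variance trend, on log2(normalized count + 1), which slightly understates the change of genes with few reads. Since every gene had been selected for a difference between these same 6 libraries, the p-values are not independent evidence. Adjusted p-values were computed over the listed genes and, more strictly, over all 12308 genes, with each unlisted gene set to the largest possible p-value. An exact permutation test of a single gene cannot go below p = 0.1 with 3 mice against 3.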

In our previous study of HDAC3 muscle-specific knockout mice (HDAC3-SkMKO), we found that HDAC3 depletion upregulates BCAAs catabolism, which accounted for the increased fatty acid oxidation through anaplerotic reactions (Hong et al., 2017). Here we found that NS-DADm muscles displayed a similar gene expression pattern as HDAC3-SkMKO (Figure 5A). 

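In NS-DADm muscles 361 of the 709 genes of the authors' deposited table were higher than in WT muscles. Among the 10 largest log2 fold changes of genes with a mean of at least 50 normalized counts and no overlap between the groups was Tbc1d4, a Rab GTPase-activating protein that acts in insulin-stimulated glucose uptake, which lies on chromosome 14 of GRCm38 from 101442360 to 101609191. Its normalized count was 1553 ± 43.9 (SD, n = 3) in NS-DADm and 385 ± 107 (SD, n = 3) in WT, a log2 fold change of 2.05 (standard error 0.17, limma adjusted p = 1.54e-05). Zfp385a, which encodes a zinc finger protein, was 5.43-fold higher, at 682 ± 141 (SD, n = 3) in NS-DADm and 126 ± 16.6 (SD, n = 3) in WT. Col9a1, a chain of type IX collagen, was 5.89-fold higher and Gng2, a G protein gamma subunit, 4.49-fold. Wdfy1, Rsph1 and Ush1c rose 3.82-fold, 4.40-fold and 3.77-fold. The paper states that the controls were age-matched WT mice of the same background strain as the NS-DADm mice. For Wdfy1, as for any other gene, a remaining difference between the mouse lines apart from the mutations was not separated from their effect. The other 3 of the 10, 2310015K22Rik, Gm5532 and 2310039L15Rik, are annotated as long intergenic noncoding RNAs and rose 5.39-fold, 5.26-fold and 3.79-fold. By that choice, every NS-DADm library was above every WT library in each of these 10 genes. The median ratio of NS-DADm to WT over the higher genes was 1.62, and 112 of them were at least 2-fold higher. Malat1, a nuclear noncoding RNA and one of the most abundant RNAs of the table, was 2.55-fold higher, and was singled out after its values were seen.

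All 361 genes passed the limma test when adjusted over the listed genes, and 247 passed when adjusted over all genes the authors tested.

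**Figure D1:**
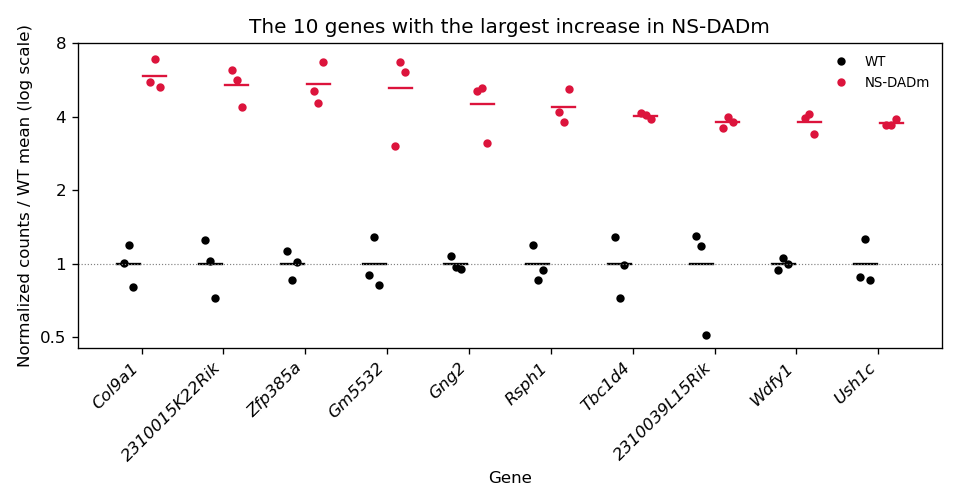
Normalized counts of the 10 genes with the largest increase at a mean of at least 50 normalized counts, divided by the WT mean of each gene, on a log scale. Points are single libraries (WT in black, NS-DADm in red, n = 3 each) and lines are means. NS-DADm libraries lie between 3.03 and 6.87 and WT libraries between 0.513 and 1.304.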

Compared to their respective WT controls, >300 genes were upregulated in both NS-DADm muscles and HDAC3-depleted muscles. Conversely, >300 genes were downregulated in both NS-DADm muscles and HDAC3-depleted muscles. In comparison, only 35 genes were changed in the opposite directions in NS-DADm muscles and HDAC3-depleted muscles (Figure 5A). 

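Of the genes in the authors' deposited table, 348 were lower in NS-DADm muscles. Actc1, the cardiac alpha-actin that skeletal muscle also makes during development, lies on chromosome 2 of GRCm38 from 114047282 to 114053548 and was 4.79-fold lower. Its normalized count was 833 ± 309 (SD, n = 3) in NS-DADm and 3994 ± 863 (SD, n = 3) in WT, a log2 fold change of -2.31 (standard error 0.24, limma adjusted p = 4.11e-05). The other genes of the 10 largest decreases were chosen in the same way. Stbd1, a glycogen-binding protein, was 5.59-fold lower, Ak4, a mitochondrial adenylate kinase, 6.08-fold, and Gamt, which makes creatine from guanidinoacetate, 5.07-fold. Cyfip2, a regulator of actin assembly, fell from 564 ± 224 (SD, n = 3) normalized counts in WT to 83.7 ± 18.0 (SD, n = 3) in NS-DADm, and lies 16 Mb from Ncor1, which carries the NCoR mutation. The noncoding RNAs B230312C02Rik and Rian were 10.9-fold and 6.91-fold lower, and Ncs1, Fat3 and Tceal5 5.76-fold, 5.71-fold and 4.51-fold. The median ratio of WT to NS-DADm over the lower genes was 1.66, and 104 genes were at least 2-fold lower.

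Of these genes, 348 passed the limma test when adjusted over the listed genes and 237 when adjusted over all genes the authors tested. Over both directions the groups did not overlap in 694 of the 709 genes (97.9%), where chance gives 10% for 3 libraries against 3 in unselected genes. The 709 genes were called on these same libraries, so a high share was built in.

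**Figure D2:**
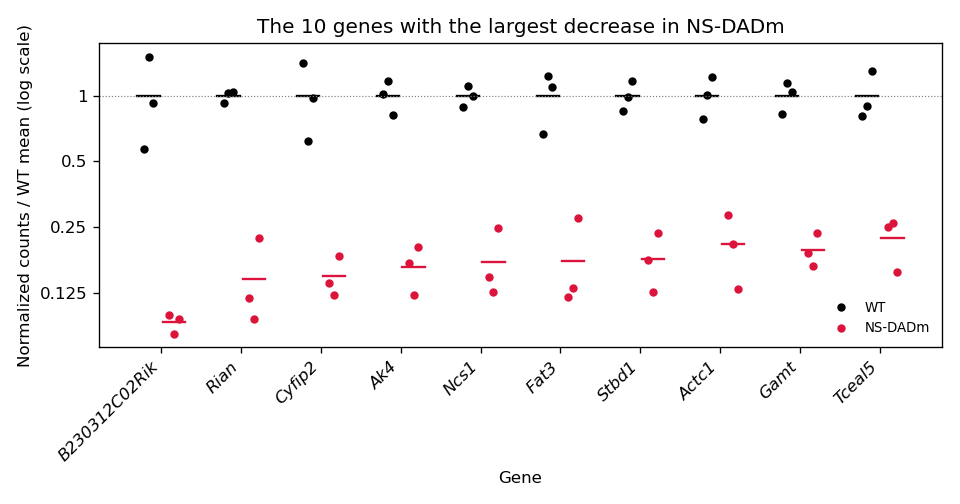
Normalized counts of the 10 genes with the largest decrease at a mean of at least 50 normalized counts, divided by the WT mean of each gene, on a log scale. Points are single libraries (WT in black, NS-DADm in red, n = 3 each) and lines are means. NS-DADm libraries lie between 0.0813 and 0.285 and WT libraries between 0.571 and 1.51.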

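The called genes of branched-chain amino acid (BCAA) breakdown were higher in NS-DADm muscles. Of 31 symbols of BCAA catabolism genes on a list, 6 were in the authors' deposited table. All 6 were higher at a limma adjusted p under 0.05 (also 6 when adjusted over these 6 alone, which were already selected). Ivd, the isovaleryl-CoA dehydrogenase of leucine breakdown, lies on chromosome 2 of GRCm38 from 118861954 to 118882909 and had normalized counts of 3734 ± 411 (SD, n = 3) in NS-DADm and 2457 ± 254 (SD, n = 3) in WT, a log2 fold change of 0.60 (standard error 0.11, limma adjusted p = 9.84e-04). Ppm1k, the phosphatase that activates the branched-chain ketoacid dehydrogenase, was 1.53-fold higher and Pcca, a subunit of propionyl-CoA carboxylase, 1.49-fold. Echs1, Acadsb and Hibadh, the other 3 of the 6, were 1.41-fold, 1.32-fold and 1.26-fold higher. Another list held 22 symbols, 19 of them found in the gene annotation, for the purine nucleotide cycle and related amino acid and anaplerotic reactions. Of its genes, 4 were in the authors' deposited table. All 4 were higher (also 4 when adjusted over these 4 alone). Ampd3, the AMP deaminase of the purine nucleotide cycle, lies on chromosome 7 of GRCm38 from 110768206 to 110812405 and had normalized counts of 366 ± 23.5 (SD, n = 3) in NS-DADm and 177 ± 25.5 (SD, n = 3) in WT, a log2 fold change of 1.05 (standard error 0.14, limma adjusted p = 1.66e-04). Pcx, pyruvate carboxylase, and Oat, ornithine aminotransferase, were 1.62-fold and 1.64-fold higher. Shmt1, a serine hydroxymethyltransferase, was 1.82-fold higher and lies 1.5 Mb from Ncor1, which carries the NCoR mutation. Of the 6 genes that the paper measured by RT-qPCR, Ampd3, Shmt1 and Ivd were listed and higher (3 when adjusted over these 3 alone). That set was chosen by the study, so its count is not independent evidence of its direction.

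With 50.9% of the listed genes higher, 6 of 6 BCAA genes higher gave p = 0.0314 in an exact two-sided binomial test (adjusted p = 0.0471 over the 3 lists with at least 5 called genes). The test takes the genes as independent, although they share a pathway and were measured in the same mice. The paper had already reported higher BCAA catabolism genes from these libraries, so the test is not independent evidence of that direction. Echs1 is also counted in the fatty acid list below. Under quantile normalization, and when members were called with the adjustment over all genes the authors tested, fewer than 5 members were called and the list could not be tested. If every BCAA gene on the list had been among the 12308 tested genes, 1.73 would be expected in the table, and an exact one-sided hypergeometric test chosen after seeing the data gave p = 0.00647 for 6 or more (adjusted p = 0.0561 over 26 lists). Adjusted over all genes the authors tested, Ivd (0.0171) and Echs1 (0.0349) stayed under an adjusted p of 0.05 in limma, and Pcca (0.0521), Hibadh (0.0725), Acadsb (0.105) and Ppm1k (0.131) did not. Hibadh and Acadsb also missed the threshold under quantile normalization. Ppm1k and Acadsb were named after their values were seen.

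**Figure D3:**
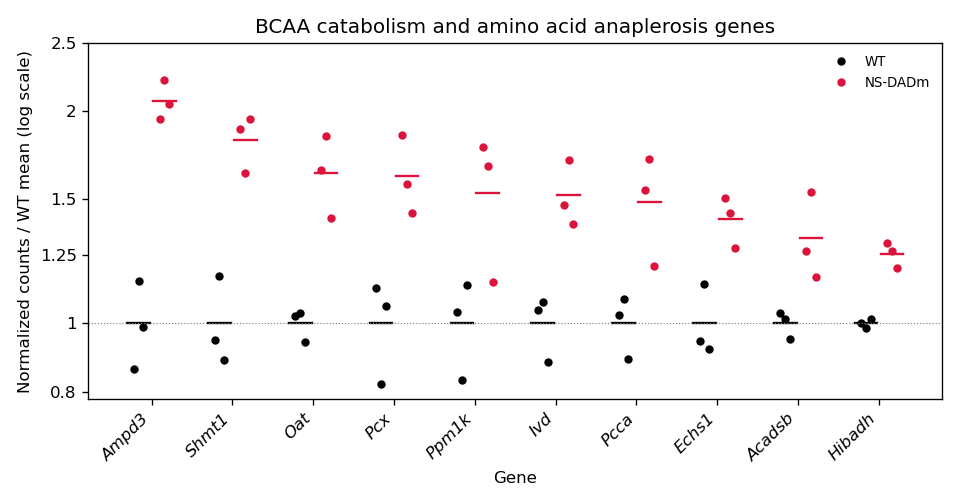
Normalized counts of the listed genes of BCAA catabolism and of the purine nucleotide cycle and related amino acid and anaplerotic reactions. Values are divided by the WT mean of each gene and shown on a log scale. Points are single libraries (WT in black, NS-DADm in red, n = 3 each) and lines are means. NS-DADm libraries lie between 1.14 and 2.21 and WT libraries between 0.820 and 1.17.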

Differentially expressed genes between NS-DADm and WT muscles were highly enriched in BCAAs catabolism (Figure 5B), which is similar to what was previously observed in HDAC3-depleted muscles (Hong et al., 2017). RT-qPCR analysis further validated the upregulated expression of several key genes involved in BCAAs catabolism (Figure 5C). AMP deaminase 3 (Ampd3), a rate-limiting enzyme in the purine nucleotide cycle, was upregulated at the protein level in NS-DADm muscles compared to the WT control (Figure 5D).

**Figure 5:**
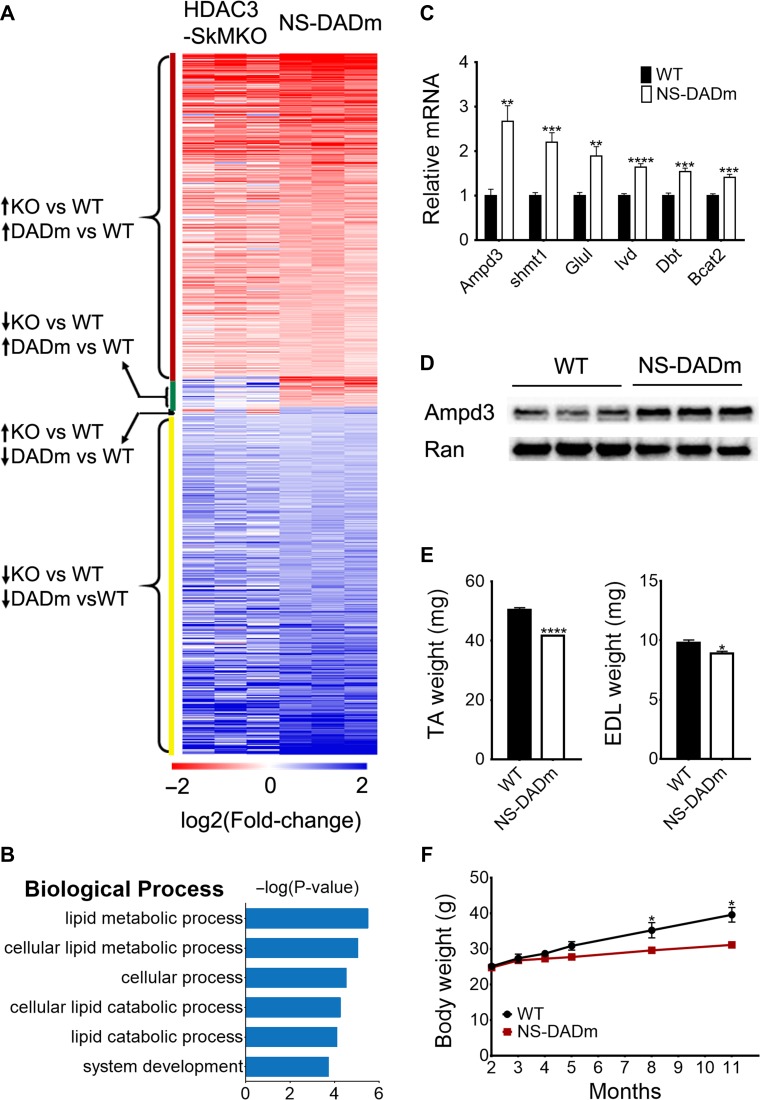
Molecular changes in NS-DADm muscles. (**A**) Heat map comparison of RNA-seq analyses of NS-DADm muscles and HDAC3-depleted muscles (SkMKO). Fold-change refers to the ratio of gene expression level in each individual NS-DADm or HDAC3-SkMKO mouse to the average of their respective WT controls. (**B**) Top enriched pathways of differentially expressed genes between NS-DADm muscles and WT controls. (**C**) RT-qPCR analysis of gene expression in TA muscles from WT and NS-DADm mice (*n* = 6). (**D**) Western blot analysis of TA muscles from 5-month-old WT and NS-DADm mice. Ran served as the loading control. (**E**) Muscle mass of 8-month-old WT and NS-DADm mice (*n* = 4). (**F**) Body weight of WT and NS-DADm mice (*n* = 6–9). Data are presented as mean ± SEM. **P < 0.01, ***P < 0.001, ****P < 0.0001 between genotypes by unpaired *t*-test.

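The called genes of fatty acid uptake and oxidation were mostly higher in NS-DADm muscles. Of 34 such genes, 11 were in the authors' deposited table. In limma 10 of them were higher and 1 lower (10 higher and 1 lower when adjusted over these 11 alone). Lpl, the lipase that frees fatty acids from circulating lipoproteins, lies on chromosome 8 of GRCm38 from 68880491 to 68907448 and had normalized counts of 12345 ± 2622 (SD, n = 3) in NS-DADm and 7369 ± 861 (SD, n = 3) in WT, a log2 fold change of 0.73 (standard error 0.16, limma adjusted p = 0.00161). The fatty acid transporter Cd36 was 1.57-fold higher, the fatty acid-binding protein Fabp3 1.54-fold, and Slc27a1 and Acsl1, which take up and activate fatty acids, 1.42-fold and 1.47-fold. In beta-oxidation the medium-chain dehydrogenase Acadm was 1.45-fold higher, and Acadl, Hadh, Hadha and Echs1 were also higher. Acads, the short-chain dehydrogenase, was the gene that fell, 1.48-fold, at 899 ± 52.9 (SD, n = 3) in NS-DADm and 1329 ± 79.8 (SD, n = 3) in WT. Of 31 genes of lipid synthesis and storage, 3 were listed and higher (3 when adjusted over these 3 alone). These were Plin5, a lipid droplet protein, 1.98-fold higher, the hormone-sensitive lipase Lipe, 1.47-fold, and malic enzyme Me1, 1.35-fold.

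For the fatty acid list, 10 of 11 higher gave p = 0.0119 in an exact two-sided binomial test (adjusted p = 0.0356 over 3 lists). This test too takes the genes as independent, and Echs1 is counted in both this list and the BCAA list. The list's adjusted p rose to 0.0708, past 0.05, when its members were called with the adjustment over all genes the authors tested. With every gene of the list taken as tested, 1.96 would be expected in the table and the hypergeometric test, chosen after seeing the data, gave an adjusted p of 4.71e-05 over 26 lists, although abundant genes such as these have more power to be called. Adjusted over all genes the authors tested, the limma adjusted p was 0.028 for Lpl and 0.0122 for Acads, but 0.0725 for Fabp3, 0.143 for Acsl1, 0.11 for Acadl, 0.0659 for Lipe and 0.0864 for Me1. In Acsl1 the libraries of the 2 groups overlapped, and Slc27a1, Acadl and Me1 missed the threshold under quantile normalization. Fabp3, Acsl1, Slc27a1, Hadh, Hadha and Acadl were named after their values were seen. From the heat map of both models (Fig. 5A), the paper states that the expression pattern of NS-DADm muscles is similar to that of HDAC3-depleted muscles.

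**Figure D4:**
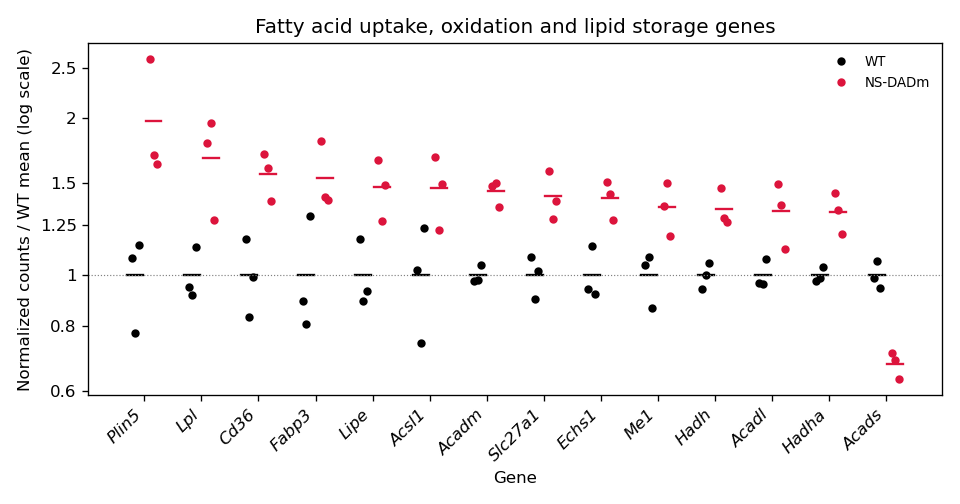
Normalized counts of the listed genes of fatty acid uptake and oxidation and of lipid synthesis and storage, divided by the WT mean of each gene, on a log scale. Points are single libraries (WT in black, NS-DADm in red, n = 3 each) and lines are means. Acads is the gene whose NS-DADm mean lies below 1.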

The purine nucleotide cycle is a major anaplerotic reaction in skeletal muscles. We have shown that Ampd3 overexpression enhanced amino acid catabolism and fatty acid oxidation in myotubes, which contributes to the altered fuel metabolism in the HDAC3-depleted muscles (Hong et al., 2017). Although HDAC3-SkMKO mice are able to maintain normal muscle mass at a young age, the enhanced BCAAs catabolism and associated muscle proteolysis eventually led to reduced muscle mass when HDAC3-SkMKO mice grow old (Hong et al., 2017). Here we found that NS-DADm mice showed a similar aging-related lower muscle mass and body weight compared to control mice (Figure 5E and F). Of note, we tested muscle performance at a young age to avoid confounding effects of muscle mass difference in both NS-DADm mice and HDAC3-SkMKO mice. The metabolic change, rather than the mass reduction, is likely the primary cause of the altered muscle performance in the NS-DADm muscles, since they showed lower force generation even before they showed reduced muscle mass. This is similar to HDAC3-SkMKO muscles and suggests that the enzymatic activity of HDAC3 plays an important role in the process.

## Discussion

We hereby address how the HDAC3 enzymatic activity *per se* regulates muscle fuel metabolism. Using the NS-DADm mouse model, we ablated the enzymatic activity of HDAC3 *in vivo* without affecting its protein levels and compared this mouse model with our previous skeletal muscle-specific HDAC3 knockout (HDAC3-SkMKO) mouse model (Hong et al., 2017). A potential caveat of comparing the two mouse models is that changes in other tissues in the whole-body knock-in NS-DADm mice could indirectly affect the muscle phenotype through circulating or neural factors. To minimize these potential confounding factors, we not only characterized the *in vivo* muscle phenotype but also performed a series of *ex vivo* analyses using muscles or primary myocytes isolated from NS-DADm mice. Compared to WT mice, skeletal muscles from NS-DADm mice showed lower force generation, enhanced fatigue resistance, enhanced fatty acid oxidation rate, lower glucose uptake during exercise, upregulated expression of metabolic genes involved in branched-chain amino acids (BCAAs) catabolism, and aging-associated reduction in muscle mass, without changes in the muscle fiber-type composition or mitochondrial protein content. All these muscle phenotypes are similar to those previously observed in HDAC3-SkMKO mice (Hong et al., 2017; Gong et al., 2018). Collectively, these data demonstrate that the metabolic function of HDAC3 in the skeletal muscle requires its enzymatic activity.

Proteins are versatile, and many enzymes can have enzyme-independent functions (Eyers and Murphy, 2016). Class IIa HDACs (HDAC4, HDAC5, HDAC7, and HDAC9) lack intrinsic deacetylase activities due to a tyrosine-to-histidine substitution at the catalytic pocket (Lahm et al., 2007). Their enzymatic activity is dependent on HDAC3 that is often found in the same corepressor complex as class IIa HDACs (Fischle et al., 2002). Therefore, it is believed that class IIa HDACs might work as a chaperone to bring HDAC3 to its associated substrate. We and others showed that HDAC3 also has enzyme-independent functions in cardiovascular development and hepatic lipid metabolism (Gupta et al., 2009; Sun et al., 2013; Lewandowski et al., 2015; Janardhan et al., 2017; Poleshko et al., 2017). Given that many small molecules target HDACs enzymatic activity but not their protein levels, it is important to examine on a case-by-case basis to what degree each HDAC requires its enzymatic activity for their physiological functions. In line with the current study, the HDAC3 enzymatic activity was found to be required for productive VDJ recombination in B lymphocytes (Stengel et al., 2017). These findings suggest that the functional dependency of HDAC3 on its enzymatic activity is context-dependent and tissue-specific.

A potential limitation of our study is that the NS-DADm could affect other unknown functions of NCoR/SMRT in addition to abolishing the DAD-HDAC3 interaction, although the possibility is low considering the following facts: (i) DAD is a small domain (~90 amino acids) in a large protein (~2500 amino acids) and is not required for interaction with most known NCoR/SMRT-binding proteins except for HDAC3 and p53 (Wong et al., 2014). (ii) NS-DADm are missense mutations (NCoR-Y478A/SMRT-Y470A) specifically required for HDAC3 enzyme activity. Y470A does not affect SMRT interaction with p53 or the ability of SMRT to co-activate p53-dependent gene expression (Adikesavan et al., 2014). (iii) NS-DADm mutations affect gene transcription and biological phenotypes in a much milder manner compared to NCoR/SMRT knockout in different tissues or developmental stages. For example, NCoR or SMRT whole-body knockout mice are embryonic lethal (Jepsen et al., 2000, 2007) while N-DADm or NS-DADm mice survive to adulthood without obvious developmental defects (Alenghat et al., 2008; You et al., 2013). Muscle-specific knockout of NCoR altered fiber-type composition and expression of genes in oxidative phosphorylation (Yamamoto et al., 2011; Pérez-Schindler et al., 2012), while muscles from NS-DADm mice did not show such changes in our current study. These findings suggest that the general function of the NCOR/SMRT remains unaltered in the NS-DADm mouse model.

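In the RNA-seq of TA muscles, 0 of 79 nuclear genes of oxidative phosphorylation and 0 of 15 mitochondrially encoded genes were in the authors' deposited table of called genes. If all had been tested, 4.55 of the 79 and 0.864 of the 15 would be expected there, so the absence of the 15 carries little information. Of 14 genes typical of slow fibers, 0 were listed, where 0.806 would be expected, so this too carries little information. Myh1, Myh2, Myh4 and Myh7, the myosin heavy chain genes of the adult fiber types, were not listed. Of 13 genes typical of fast fibers, 2 were listed and moved in opposite directions (1 higher and 1 lower when adjusted over these 2 alone). Actn3, the alpha-actinin of fast fibers, was 1.36-fold higher, a log2 fold change of 0.45 (standard error 0.15, limma adjusted p = 0.0137). Myl1, an alkali myosin light chain of fast fibers, was 1.32-fold lower, at a log2 fold change of -0.39 (standard error 0.12, limma adjusted p = 0.00787). Both differences became 0 under quantile normalization, which gives genes of equal rank the same value in every library, and both missed an adjusted p of 0.05 in limma when adjusted over all genes the authors tested (0.237 and 0.137).

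A gene that is not listed has no value here, and it was either not tested or not called. The largest unadjusted p of the authors' deposited table is 0.00284, so genes at an unadjusted p under 0.05 cannot be counted. Among the 171 called genes with a mean of at least 1000 normalized counts, the smallest called ratios were 1.252 (NS-DADm over WT) for higher genes and 1.247 (WT over NS-DADm) for lower genes, and smaller differences were not called at that abundance.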

HDAC3 is considered a major target for therapeutic benefits of many HDIs in cancer, immune diseases, metabolic disorders, and neurological diseases (Cao et al., 2018). The establishment of HDAC3 enzymatic activity in regulating muscle fuel metabolism raised the possibility of using HDIs to manipulate muscle fuel preference or enhance exercise performance. Boosting muscle lipid oxidation can be desirable for weight loss or enhancing exercise endurance. Low-carbohydrate high-fat ketogenic diets were tested for these purposes, with some success (Chang et al., 2017; Abbasi, 2018; McSwiney et al., 2018). Combination of ketogenic diets with HDIs may provide a more desirable outcome than diets alone. However, potential side effects of HDIs on muscles should be noted, including reduced muscle strength or impaired muscle insulin sensitivity. The latter is related to the mutual competition between burning glucose and burning lipids in muscles (RANDLE et al., 1963; Kelley and Mandarino, 2000; Muoio, 2014). Muscle insulin sensitivity in terms of glucose utilization is negatively correlated with muscle lipid oxidation, as recently shown in several genetic mouse models of transcriptional regulators in addition to HDAC3 (Lin et al., 2002; Finck et al., 2005; Calvo et al., 2008; Choi et al., 2008; Wong et al., 2015; Meng et al., 2018). Several transcription factors or cofactors associated with HDAC3 have also been shown to regulate muscle performance and metabolism (Yamamoto et al., 2011; Pérez-Schindler et al., 2012; Woldt et al., 2013). Pharmacological targeting of these factors in combination with HDIs could be potentially developed and tested for remodeling muscle fuel metabolism to benefit weight loss or enhance exercise performance.

## Methods

### Mouse

NS-DADm mice were generated from crossing N-DADm and S-DADm (You et al., 2013). All mice were based on the C57BL/6 J background. Mice were housed under a 12-h light/12-h dark cycle (lights on at 7 a.m. and lights off at 7 p.m.). Male mice at the age of 2–8 months were used for all experiments unless otherwise indicated. Tissues were harvested at 4–5 p.m. without restricting the mice to food and water unless indicated otherwise in figure legends. All the animal care and use procedures followed the guidelines of the Institutional Animal Care and Use Committee of the University of Pennsylvania and Baylor College of Medicine.

### Western blot and HDAC assay

For western blot, tissues or cells were lysed in RIPA buffer, which contained PMSF and proteinase inhibitor. The concentration of total protein was quantified using Bradford protein assay. Lysates were resolved on SDS-PAGE gel electrophoresis and then transferred to PVDF membranes. The membranes were further treated with skimmed milk and blotted with antibodies of HDAC3 (Abcam 7030), Ampd3 (Abcam 194361), Hsp90 (CST 4874), Tubulin (CST 2148), and OXPHOS proteins (MitoSciences MS604). For HDAC assay, the HDAC3 protein was immunoprecipitated from the muscle protein lysates with 2 mg total protein, followed by a fluorescence-based HDAC assay reaction (Active Motif) performed with the pelleted beads (Sun et al., 2013).

### Histology and immunofluorescence staining

Fresh tibialis anterior (TA) muscles were isolated, embedded in OCT compound, and frozen in the dry ice chilled isopentane. Cross-sections at 10-μm thickness were obtained using a Leica CM1850 cryostat. Hematoxylin and eosin (H&E)-stained images were captured with a Leica inverted microscope. For immunofluorescence staining, tissue sections were incubated with mixed primary antibodies: laminin (Sigma), MHC-IIa (2F7; Developmental Studies Hybridoma Bank), and MHC-IIb (BF-F3; Deutsche Sammlung von Mikroorganismen und Zellkulturen) in blocking buffer, followed by incubation with secondary antibodies: Alexa-647-goat anti-rabbit, Alexa-594-goat anti-mouse IgG, and Alexa-488-goat anti-mouse IgM (A32733, A21121, A21426; Invitrogen, dilution: 1:1000 in PBS) (Waddell et al., 2010). Unstained fibers were counted as MHC-IIX, based on the fact that mouse TA muscles contain few type I fibers (Augusto et al., 2004). Fluorescent images were captured with Zeiss Axiophot epifluorescence microscope and Axiovision software. The CSA was calculated from length and weight of the dissected EDL muscles.

### Wire hang test and muscle contractile physiology

For four-limb wire hang test, mice were placed on a grid where it stood using all four limbs. The grid was then turned upside down 30 cm above a cage. Mice that fell down before the 10 min time limit were given two more tries. The longest hanging time was used for calculating the holding impulse (the hang time multiplied by the body weight [conversion factor 9.8 Newtons/kg]) (Carlson et al., 2010). Muscle physiological analysis was performed on isolated EDL muscles using an Aurora Mouse 1200 A System equipped with Dynamic Muscle Control v.5.415 software. EDL muscles were dissected and analyzed in constantly oxygenated Ringer’s solution (100 mM NaCl, 4.7 mM KCl, 3.4 mM CaCl_2_, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_, 25 mM HEPES, 5.5 mM D-glucose, and 2% BSA) at 24°C. The twitch stimulation protocol applied was a single stimulus with a duration of 0.2 ms. For measuring tetanic maximal force generation, the stimulus was repeated at a frequency of 120 Hz for 500 ms. Five minutes were allowed between two tetanic contractions to ensure muscle recovery. For induction of fatigue, 5 min after the last maximal tetanic contraction, muscles were stimulated every second for 8 min using 40-Hz pulses lasting 330 ms (Alenghat et al., 2008). The fatigue index was expressed as the percentage of force left after five contractions. Following the fatigue protocol, a burst of 50 maximal tetanic contractions (120 Hz for 500 ms) was applied to ensure complete fatigue across all samples. The recovery protocol started 1 s after the last burst contraction. A maximal tetanic stimulation (120 Hz for 500 ms) was given every 5 min for 30 min, and the force recovery was expressed as the percentage of the maximal isometric tetanic force.

### RNA-seq and RT-qPCR

RNA-seq and RT-qPCR were performed using total RNA extracted from TA muscles (*n* = 3). Total mRNA was extracted with TRIzol reagent followed by RNeasy mini columns (Qiagen). For RT-qPCR, a Thermo NanoDrop One was used to assess the concentration and quality of RNA before reversed transcription and amplification. For RNA-seq data processing, sequenced reads from six mice (three control mice and three NS-DADm mice) were aligned to the mm10 mouse genome (GRCm38) using STAR aligner (v2.5.3a) with default parameters. Differential gene analysis was carried out using DESeq2 package in R environment (Love et al., 2014). Significantly differentially expressed genes were identified based on 5% false discovery rate threshold. Gene ontology was performed using DAVID Bioinformatics Resources 6.7, and the pathway enrichment was performed on KEGG pathways.

### Primary myoblasts isolation and differentiation

Primary myoblasts were isolated from hindlimb skeletal muscles. Muscles were minced and digested in type I collagenase and Dispase B mixture (Roche Applied Science). Cells were filtered from debris, centrifuged, and cultured in growth medium (F-10 Ham’s medium supplemented with 20% FBS, 5 ng/ml basic fibroblast growth factor, and 1% penicillin-streptomycin) on collagen-coated cell culture plates at 37°C, 5% CO_2_. Multiple pre-plating was used to remove fibroblasts. Growth medium was changed every 2 days (Wen et al., 2012). When the primary myoblasts get confluent, growth medium was changed to differentiation medium (DMEM supplemented with 2% fetal horse serum and 1% penicillin-streptomycin). Differentiated myotubes and myogenic cells were harvested for further investigations in 7 days, and fresh differentiation medium was added every 2 days.

### Isotope tracing in vitro

In order to detect the fatty acids oxidation, differentiated myotubes were incubated in PBS, and supplemented with [9,10-3H(N)]-palmitate, conjugated on BSA and carnitine for 120 min. EPS using the IonOptix C-pace system with 15 volts at 1 Hz was applied 30 min before adding the [9,10-3H(N)]-palmitate. The resultant ^3^H-H_2_O in the incubation solution was separated from precursors using ion-exchange columns (DOWEX 1X4-400), and was measured by scintillation counter.

### Glucose uptake in vivo

Mice were subjected to treadmill running for 20 min, followed by i.v. injection of 500 μCi/kg ^3^H-2-deoxy-D-glucose (2DG). Subsequently, mice ran on the treadmill at 10 m/min for 35 min before muscles were harvested and frozen in liquid nitrogen. The 2DG6P contents in tissues were measured and were normalized to the tissue mass (Stenbit et al., 1996).

### Statistics

Student’s two-tailed *t*-test was performed to determine significant differences between genotype groups for all experiments except the RNA-seq experiment. Statistics and SEM were calculated using an individual mouse as one sample for *in vivo* or *ex vivo* experiments and an individual well of the cultured cell as one sample for *in vitro* experiments. No sample was excluded. Fiber quantification, *ex vivo* muscle contraction physiology, and RNA-seq were performed by experimenters who were blinded to the mouse genotype.

### Data accession

RNA-seq data were uploaded to Gene Expression Omnibus (GEO) with accession #GSE115226.

## Supplementary Material

Supplementary Data

# Supplementary material for: The HDAC3 enzymatic activity regulates skeletal muscle fuel metabolism
**Source:** J Mol Cell Biol. 2018 Nov 14;11(2):133–43. doi: 10.1093/jmcb/mjy066
**Supplement:** Supplementary Data

Supplementary material

The HDAC3 enzymatic activity regulates skeletal muscle fuel metabolism

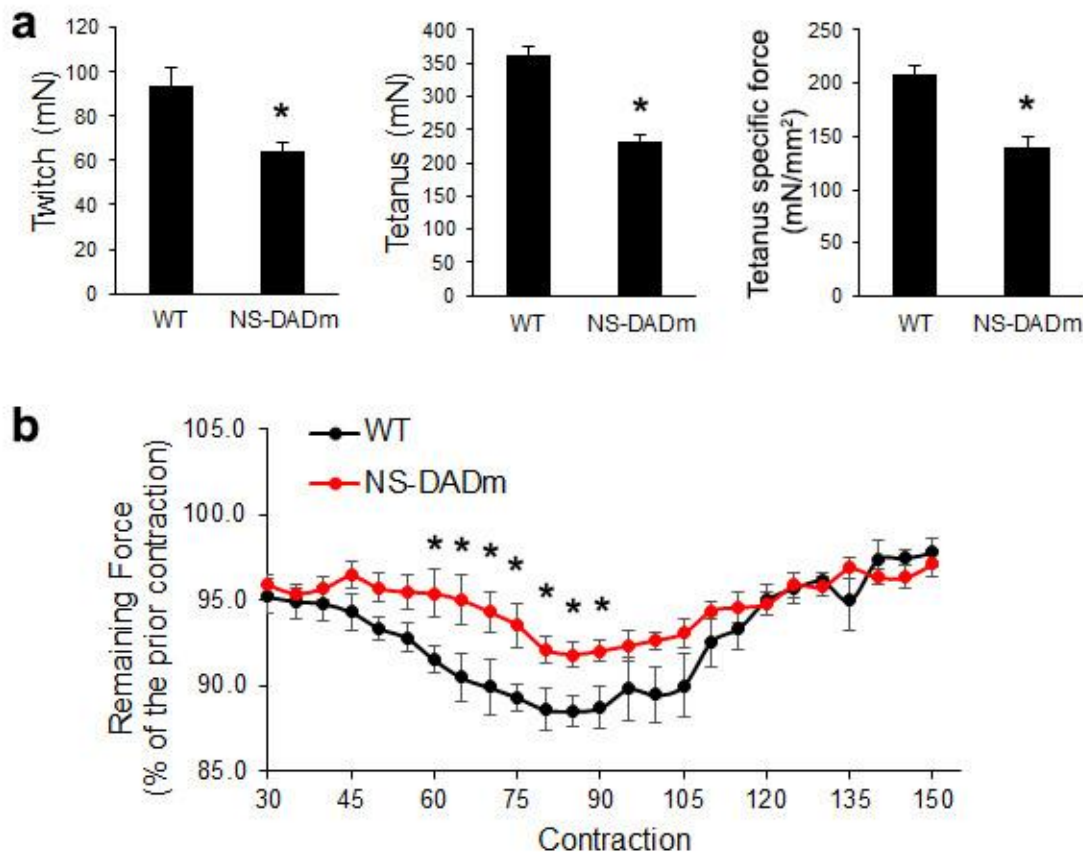

Supplementary Figure S1. *Ex vivo* muscle physiology analysis in male mice. (a) Muscle force generation in extensor digitorum longus (EDL) muscles isolated from 4-month old male mice in *ex vivo* twitch contractions or tetanus contractions ($n = 4$ mice). The specific force was calculated by dividing the tetanic absolute force with muscle cross-sectional area. (b) Muscle fatigue was induced by repetitive stimulation. The fatigue index was expressed as the percentage of force left for every 5 contractions. Data were presented as the mean $\pm$ S.E.M. * $P < 0.05$ between genotypes by unpaired t-test.

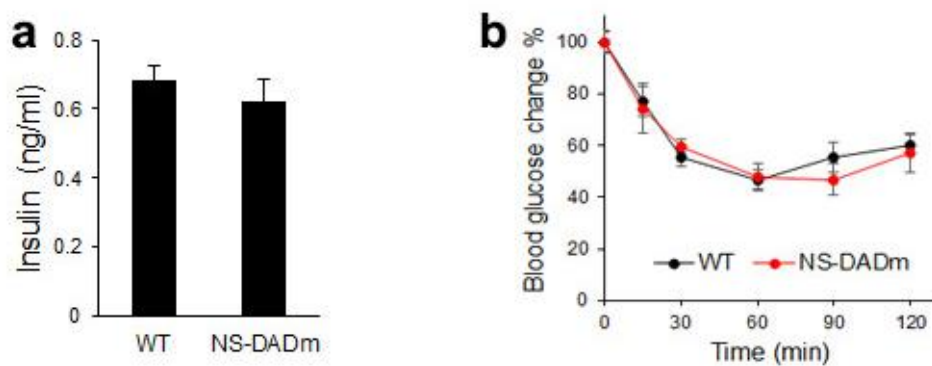

Supplementary Figure S2. Metabolic characterizations of NS-DADm mice.

(a) Fasting blood insulin levels in 4-month old female NS-DADm mice (n = 6-7). **(b)** Insulin tolerance test. Insulin was i.p. injected at 0.75U/kg and blood glucose was measured at the indicated time after insulin injection (n = 6-7). Data were presented as the mean $\pm$ S.E.M.

How the deposited data were processed for this re-analysis (not part of the article)

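RNA-seq was measured in TA muscles of 3 WT and 3 NS-DADm mice, 1 library per mouse, and the mapping of libraries to genotypes came from the sample labels. The paper's methods state that the authors aligned reads to GRCm38 with STAR (version 2.5.3a) and tested genes with DESeq2 at a false discovery rate threshold. The submitters' processing notes name TopHat2 (2.1.0), HTSeq and DESeq2 (1.8.2), with the same build. The conflict over the aligner could not be settled from the table, and the annotation release is not given in the sources used here.

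The authors' deposited table holds the 709 called genes. The authors' normalized counts per library, a signal that is never negative, are read counts divided by a size factor. The authors' deposited log2 fold changes were smaller in size than the log2 ratio of the group means in 100% of genes, so they are moderated and are not printed. The authors' deposited fold changes are the ratio of the NS-DADm mean to the WT mean. The authors' deposited p-values and adjusted p-values reach 0.00284 and 0.0493. The number of genes the authors tested, 12308, is the largest product of rank and the ratio of adjusted p to p, and 580 genes give exactly that number. Per library, 1 read was worth between 0.905 and 1.21 normalized counts, and all values were whole multiples of it within 0.01 reads. The reads of the listed genes are part of each library and are not its depth.

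From these values, log2(normalized count + 1) was compared between genotypes with limma 3.58.1 in R 4.3.3 (mean-variance trend, two-sided, Benjamini-Hochberg over the listed genes). Every listed gene had a mean over the 6 libraries of at least 12.2, so no filter on low values removed a gene. Folds in the text are ratios of group means, and log2 fold changes and standard errors are limma's. Since the table holds only selected genes, tests that need unselected genes were replaced by counts of list members and their directions. An exact two-sided binomial test compared the directions with the share of higher genes in the table. It takes the genes of a list as independent, although they were measured in the same mice. The 26 gene lists were set before the data were examined, but with the paper's results known. The paper had reported higher BCAA catabolism genes from these same libraries, so the choice of that list was not blind to its direction. The hypergeometric test and the adjustment over all genes the authors tested were added after seeing the data. The hypergeometric test takes every list symbol found in GENCODE M21 as tested, which can only overstate a list's size. Gene positions are from GENCODE M21 (GRCm38), to which 706 of the 709 gene identifiers matched, and other steps used scipy 1.17.1 and pandas 2.3.3.

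Named genes are every gene the paper names, the 10 largest changes in each direction at a limma adjusted p under 0.05 with no overlap between groups and a mean of at least 50 normalized counts, and up to 4 genes with the smallest p from each list. The limma step was tested on simulated counts for the 709 genes of the comparison of NS-DADm with WT, with an assumed dispersion of 0.02. In it 50 genes were changed at each fold and the others were unchanged. Of the genes changed 1.25-fold 14% were recovered, of those changed 1.5-fold 58.0%, of those changed 2-fold 90.0% and of those changed 3-fold 100%, with 4 false calls among 135. The real table holds only genes selected as changed, so these rates are not the power of the step on it. Alternatives covered quantile normalization, pseudocounts, a higher filter, thresholds, limma without a trend, the replicate number as a block and leaving out each library. The data of the HDAC3-SkMKO mice were not used here, so overlaps with them were not computed.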

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

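The bound on the WT mean in this part was chosen after the results were seen. The search covered only genes higher in NS-DADm, and genes near absent in NS-DADm were not searched for. Strong falls also occurred, such as Snph and Gm15446, with ratios of NS-DADm to WT of 0.033 and 0.0692. Every listed gene had a mean of at least 12.2 over the 6 libraries. A listed gene with a WT mean under 5 therefore had to be higher in NS-DADm. A set of 13 genes that the paper does not discuss had a mean under 5 normalized counts in WT and were higher in every NS-DADm library than in every WT library. Mean normalized counts in NS-DADm were 53.8 for Olfr1372-ps1, 39.1 for Igkc, 35.1 for Gm5913, 26.1 for Igha, 25.9 for F630206G17Rik, 24.9 for Elf3 and 24.6 for Oaz2-ps. The other means were 23.7 for Vtcn1, 23.6 for Calml4, 23.4 for Mpv17l, 22.5 for 5330406M23Rik, 21.8 for Lyplal1 and 20.6 for Itgae. Igha and Igkc encode antibody chains, and Olfr1372-ps1, Oaz2-ps and Gm5913 are annotated as pseudogenes, a class of genes that can share reads with their parent genes. Olfr1372-ps1, Itgae and F630206G17Rik lie 10.1, 10.6 and 16.5 Mb from Ncor1.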

How the results depend on the processing

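The adjustment over all genes the authors tested and the test of other splits were chosen after seeing the data. Counts by limma (higher, lower) were 361 and 348, and moved by more than 1.5 times where fewer genes could pass: with genes above the table's median mean, 203 and 151, at 2-fold or more, 107 and 104, and at 1.5-fold or more, 227 higher. The authors' calls fell to 237 higher and 216 lower at an adjusted p under 0.01, 112 and 104 at 2-fold or more, 203 and 151 above the median mean, and 227 higher at 1.5-fold or more. Leaving out each library in turn gave 358 to 361 higher and 345 to 348 lower genes. With the replicate block the counts were 361 and 348, but deviations of same-numbered libraries correlated at -0.15, 0.15 and 0.05, so the numbers do not pair the mice. The fatty acid list's adjusted p rose to 0.0708 when calls were adjusted over all genes the authors tested, where fewer members are called, and lay between 0.0355 and 0.0419 under the other alternatives. The BCAA list had fewer than 5 called members there and under quantile normalization, so it has no value. Of 918 alternative values of 73 named genes, 894 kept their direction and side of the threshold, 23 missed the threshold, under quantile normalization or the adjustment over all genes tested, and 1 reversed. Quantile normalization moved the log2 fold changes by a median of -0.02 and left 4 genes, Ttn, H19, Actn3 and Myl1, without their direction. For Ttn, Actn3 and Myl1 this follows from ties by rank, and for H19, at -0.069, the cause was not tested. Since the genes were selected on these libraries, this stability is partly built in. Count-based tests, other size factors, camera, fry and Fisher's test of lists were not run, because the table holds normalized values of selected genes.

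Splits of the 6 libraries into 3 and 3 number 10, too few for a share under 0.05. The real split gave 709 calls and the highest other split 1, and 1 split was as large, the real one included. The genes are listed because they differ in the real split, so this outcome was fixed in advance and carries no information on chance.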

Differences from the paper's values

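The paper reports higher Glul, Dbt and Bcat2 mRNA in NS-DADm muscles by RT-qPCR (Fig. 5C). In the authors' deposited table of called genes these 3 are not listed, while Ampd3, Shmt1 and Ivd, measured in the same panel, are listed and higher. An unlisted gene was not tested or not called with 3 libraries per genotype, and may still be higher. The figure legend gives more mice for RT-qPCR than were sequenced, while the paper's methods give n = 3 for both. Whichever holds, absence from the called genes does not show that a gene was unchanged. No conflict is therefore shown for Glul, Dbt and Bcat2. The paper states that the called genes are enriched in BCAA catabolism and cites Fig. 5B, in which the terms shown name lipid metabolism, lipid catabolism, cellular process and system development. In the list counts here, 11 of 34 genes of fatty acid uptake and oxidation and 6 of 31 symbols of BCAA catabolism were called. An exact one-sided hypergeometric test, chosen after seeing the values, gave an adjusted p of 4.71e-05 over 26 lists for the fatty acid list. For the BCAA list the exact one-sided hypergeometric test gave p = 0.00647 before adjustment, with 1.73 genes expected. Adjusted over 26 lists, this exact hypergeometric test gave 0.0561, which misses 0.05. The exact two-sided binomial test of direction gave an adjusted p of 0.0471 for the BCAA list. The paper's methods name DAVID on KEGG pathways, which was not run here. The lists and the adjustment here are different, so 0.0561 does not show that the paper's enrichment fails.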

Other observations

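The tests of noncoding, imprinted, macrophage and antibody genes came after the values were seen. Genes of glucose use gave a mixed picture, with 3 of 34 called. Beside the rise of Tbc1d4, Pdk1, a kinase that inhibits pyruvate dehydrogenase, was 1.33-fold lower. The gene listed as Aldoa was 1.86-fold lower, but it carries an identifier other than that of the main aldolase A gene and may share reads with it, so it is uncertain. Of 24 genes of denervation and the neuromuscular junction, 5 were called, 3 higher and 2 lower (exact two-sided binomial p = 1). The acetylcholine receptor subunit Chrna1 was 1.46-fold higher, Chrnb1 1.56-fold lower and the receptor-clustering protein Rapsn 1.51-fold lower, while Runx1 and Sln, both with few reads, were 2.35-fold and 4.22-fold higher. Of 24 nuclear receptors and coactivators, 3 were called and higher, Esrrg 1.8-fold, Ppard 1.42-fold and Thrb 1.44-fold. Adjusted over all genes the authors tested, the limma adjusted p was 0.0789 for Chrna1, 0.0685 for Runx1 and 0.109 for Sln, and for other genes named in this part 0.0582 for Loxl1 and 0.0898 for Stab2, all over the threshold of 0.05.

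Tbl1xr1, a subunit of the HDAC3 complex, was called, 1.75-fold higher, and Hdac3 and Ncor1 are not in the table. Of 13 immediate early and heat shock genes, Hsph1 was called, 1.45-fold lower. Of 25 genes of atrophy, autophagy and proteolysis, the protease Ctsl was 1.52-fold higher and the autophagy protein Map1lc3a 1.36-fold lower. Of 16 genes of myogenic differentiation, Actc1 was the called gene. Of 20 immune cell markers, Mrc1 was called, 2.04-fold higher, and of 15 fibroblast and matrix markers Loxl1, 1.52-fold higher. The lists of adipocyte (12 genes), endothelial (10), Schwann cell (10), smooth muscle (8), blood (9), tendon (7) and sex-linked (5) genes held 0 of the authors' calls, and a gene that is not listed has no value here.

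Noncoding RNAs of an imprinted region of chromosome 12 fell together. Rian (457 to 66.2 normalized counts from WT to NS-DADm), Meg3 (397 to 136) and Mirg (25.8 to 7.47) lie between 109541001 and 109749460 of GRCm38. A lower recovery of long noncoding RNA could lower them. The other 54 noncoding genes of the table had a median log2 ratio of 1.11, with 39 higher and 15 lower (exact two-sided binomial p = 0.00164). That argues against a loss shared by the listed noncoding genes. Noncoding genes that were not called have no value here, so recovery of the whole class cannot be judged. Of 64 imprinted genes on a list from general knowledge, 11 were called, 3 higher (Kcnq1ot1, Cdkn1c and H19, the last with a log2 fold change of -0.069 under quantile normalization) and 8 lower, Snrpn and Peg3 among them (exact two-sided binomial p = 0.139), so a shared direction is not shown. A biological effect of the mutations on this region was not tested apart from the comparison itself.

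Transcripts of macrophages and antibody-making cells were called, 5 higher and 1 lower of 18 on a list (exact two-sided binomial p = 0.219). Mrc1, at 265 normalized counts in NS-DADm and 130.0 in WT, and Retnla, at 175 and 56.5, were the most abundant of the higher ones, and Mrc1 is also on the list of immune cell markers. Retnla was 3.10-fold, Blnk 2.76-fold and Mrc1 2.04-fold higher, and Stab2 was 1.66-fold lower. More such cells in the NS-DADm samples and a change within them cannot be told apart, since the listed genes are few and most immune markers have no value in the table.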
